# Cross-species comparisons reveal resistance of human skeletal stem cells to inhibition by non-steroidal anti-inflammatory drugs

**DOI:** 10.3389/fendo.2022.924927

**Published:** 2022-08-25

**Authors:** L. Henry Goodnough, Thomas H. Ambrosi, Holly M. Steininger, M. Gohazrua K. Butler, Malachia Y. Hoover, HyeRan Choo, Noelle L. Van Rysselberghe, Michael J. Bellino, Julius A. Bishop, Michael J. Gardner, Charles K. F. Chan

**Keywords:** skeletal stem cells (SSCs), non-steroid antiinflamatory drugs, species specificity, bone regeneration, inflammation, fracture healing

## Abstract

Fracture healing is highly dependent on an early inflammatory response in which prostaglandin production by cyclo-oxygenases (COX) plays a crucial role. Current patient analgesia regimens favor opioids over Non-Steroidal Anti-Inflammatory Drugs (NSAIDs) since the latter have been implicated in delayed fracture healing. While animal studies broadly support a deleterious role of NSAID treatment to bone-regenerative processes, data for human fracture healing remains contradictory. In this study, we prospectively isolated mouse and human skeletal stem cells (SSCs) from fractures and compared the effect of various NSAIDs on their function. We found that osteochondrogenic differentiation of COX2-expressing mouse SSCs was impaired by NSAID treatment. In contrast, human SSCs (hSSC) downregulated COX2 expression during differentiation and showed impaired osteogenic capacity if COX2 was lentivirally overexpressed. Accordingly, short- and long-term treatment of hSSCs with non-selective and selective COX2 inhibitors did not affect colony forming ability, chondrogenic, and osteogenic differentiation potential *in vitro*. When hSSCs were transplanted ectopically into NSG mice treated with Indomethacin, graft mineralization was unaltered compared to vehicle injected mice. Thus, our results might contribute to understanding species-specific differences in NSAID sensitivity during fracture healing and support emerging clinical data which conflicts with other earlier observations that NSAID administration for post-operative analgesia for treatment of bone fractures are unsafe for patients.

## Introduction

Non-steroidal anti-inflammatory drugs (NSAIDs) are commonly used for pain relief after operative treatment of fractures, and there is significant clinical interest as to whether NSAID administration itself has a deleterious effect on fracture healing in humans. NSAIDs inhibit cyclo-oxygenase (COX) enzymes, including COX1 and COX2, that mitigate prostaglandin production and pain. Whether NSAIDs affect osteoblast progenitor differentiation, inhibit fracture healing, and therefore increase the risk of nonunion, remains controversial. Experimental rodent models overwhelmingly have suggested that NSAID administration inhibits new bone formation and fracture healing (1–4). However, the corresponding generalizability of findings in murine models to humans is uncertain. In humans, the role of NSAIDs on fracture healing is inconclusive. In the clinical setting, historical retrospective studies suggested an association between NSAID use and fracture nonunion, but overall there is a lack of high quality, prospective evidence to conclusively demonstrate a relationship between NSAIDs and delayed union or nonunion (5–8). Mixed data from isolated skeletal cell populations tested for differentiation potential when treated with NSAID has contributed to this dilemma (9, 10). One reason explaining this dichotomy is the fact that bone marrow stromal cells are isolated retrospectively by plastic adherence which yield heterogeneous cell populations thereby leading to varying results (11, 12). We recently demonstrated that mouse and human osteochondrogenic cell types arise from a defined skeletal stem cell (SSC), a self-renewing, multi-potential population giving rise to a transient bone-cartilage-stromal-progenitor (BCSP) that can be isolated by fluorescence-activated cell sorting (FACS) from acute fractures based on their differential expression of a combination of specific cell surface markers. These cells show age-related functional impairments and might also be useful for prospectively assaying fracture healing outcome (13–17). Here, we reasoned that if we compared the effect of NSAIDs on freshly purified, functionally defined skeletal lineage cell types in mice and humans, we might be able to delineate species-specific effects on their response regarding bone-forming characteristics.

## Materials and methods

### Study approval

Studies involving the sourcing of human samples was approved by the Stanford IRB. Animal experiments complied with all relevant ethical regulations and were conducted under approved protocols by Stanford’s Administrative Panel on Laboratory Animal Care.

### Human tissue

hSSCs, human osteoprogenitors (hOPs), and human chondroprogenitors (hCPs) were collected from acute human fractures, and collected for transcriptomic analysis or expanded in culture medium, and differentiated in the presence or absence of NSAIDs or selective COX2 inhibitors as described before (13). Tissues were collected from acute fractures undergoing direct reduction and fixation. As per our previous observation that hSSCs from different long bone fracture sites are functionally identical, we have included specimens from tibial, humerus, radius and ulna fractures of patients aged 18 to 74 years (16). Any soft callus hematoma, which was impeding fracture reduction and considered medical waste, was collected.

### Mouse experiments

All animal experiments complied with all relevant ethical regulations and were conducted under approved protocols by Stanford’s Administrative Panel on Laboratory Animal Care. Mice were maintained at the Stanford University Research Animal Facility in accordance with Stanford University guidelines. Animals were given food and water ad libitum and housed in temperature-, moisture-, and light-controlled (12h light/dark cycle) micro-insulators. Fracture experiments were conducted on adult (10-12 weeks) male C57BL6/J mice. Subcutaneous transplants of human SSCs were performed in adult male NSG mice (NOD scid gamma; JAX: 005557).

### Skeletal stem cell isolation

hSSC were collected as previously described (16). Briefly, the tissue was initially minced with razor blades, collected in 0.22% collagenase digestion buffer (Sigma-Aldrich, Cat#C6885), and incubated at 37°C for 60 minutes under constant agitation. The supernatant was collected and filtered through a 70 µm nylon mesh and quenched in staining media (2% fetal calf serum, FCS, in phosphate-buffered saline, PBS) for subsequent centrifugation at 200 x g at 4°C and resuspension in staining media. Human skeletal cells were separated from RBCs by ACK lysis and washed with staining media. Cells were stained with fluorochrome-conjugated antibodies against CD45, CD235, CD31, TIE2, CD146, Podoplanin, CD164, CD73 (1:50; eBioscience). Flow cytometry was performed on a FACS Aria II. Gating schemes were established with fluorescence-minus-one (FMO) isotype controls and DAPI was used for viability staining. Human SSCs were isolated by CD45-CD235-CD31-TIE2-CD146-PDPN+CD164+CD73+ and hOPs by CD45-CD235-CD31-TIE2-CD146+PDPN- selection gated from single living cells (DAPI-negative).

Mouse SSCs were isolated from 10-day old femoral fracture calluses. Stabilized mid-diaphyseal femoral bi-cortical fractures were generated after inserting an intramedullary pin. Soft tissue-free femurs were processed as described before (18), antibody stained for CD45, Ter119, Thy1.1, Thy1.2, CD105, CD51, 6c3, Tie2, CD200 (eBiosciences) prior to isolation by flow cytometry. Mouse SSCs were isolated by CD45-Ter119-Thy1-CD105-CD51+6c3-Tie2-CD200+ selection gated from single living cells (Propidium Iodide-negative).

### Tissue culture and *in vitro* differentiation

For mouse and human colony forming assays, cells were plated at clonal density (defined number of 100 to 500 cells per well of a 6-well plate depending on experiment) and cultured in MEM alpha medium with 10% FBS and 1% pen strep (mouse) or 10% HPL, 1% pen strep, 0.01% heparin (human) maintained at 37°C incubator with 5% CO_2_. After two weeks cells were fixed, stained with 0.5% Crystal Violet and examined under phase microscopy and counted.

Osteogenic differentiation media (ODM) (MEM alpha medium, 10% Fetal Bovine Serum, 1% pen strep, 100 nM dexamethasone, 10 mM sodium β-glycerophosphate, 2.5 mM ascorbic acid) was changed every 3 days for 14 days. Cells were then stained with Alizarin Red to assess osteogenic potential. Alizarin red staining was quantified using spectrophotometry. Chondrogenesis assays were conducted in micromasses. Briefly, cells were resuspended at a cell-density of 1.6x10^7^ cells/ml. A 5 µl droplet of the cell suspension was seeded under high humidity conditions in a 24-well plate for 2 hr. After 2 hr, warmed chondrogenic differentiation media was added to the culture vessel. The growing micromass was fed with fresh chondrogenesis media (DMEMhigh [Thermo Fisher Scientific, Cat# 10569010] with 10% FBS, 100 nM dexamethasone, 1 µM ascorbic acid 2-phosphate, and 10 ng/ml TGFβ1 [Peprotech, Cat# 100-21C]) every other day in a 37°C incubator with 5% CO_2_. At day 14 the micromass was fixed and stained with Alcian Blue (Sigma-Aldrich, Cat#A5268).

### Non-steroidal anti-inflammatory drugs (NSAIDs)

NSAIDs (Ibuprofen (Sigma; Cat#I4883), Ketorolac tris salt (Sigma; Cat#K1136), Indomethacin (Sigma; Cat#I7378)) and the selective COX2 inhibitor Celecoxib (Sigma; Cat# PZ0008) were purchased, stored at RT, and diluted according to manufacturer’s specifications. Concentrations were tested according to previous studies based on pharmacokinetics of plasma levels corresponding to typical and maximum intake. NSAIDs were administered to cells *in vitro* at peak plasma levels corresponding to therapeutic levels reported in pharmacokinetic analyses and as indicated in the figures (19–21).

### Lentiviral overexpression

A lentivirus plasmid to overexpress COX2 with a dTomato tag was constructed using Gibson cloning of pHIV-dTomato (Addgene cat# 21374) and PTGS2 (Origene Cat#SC128243). HEK-293T cells were transfected using calcium phosphate transfection with VSV-G (addgene Cat #8454), psPAX2 (addgene Cat #12260), and either ZsGreen (addgene Cat#18121) or PTGS2 dTomato. Lentiviral particles were concentrated using Lenti-X concentrator (Takara, Cat#631232) and then immediately used to transduce hSSCs plated one hour prior at 80% confluency at a dilution of 1:100 with 1:1000 polybrene. Confluent cells were FACS sorted by fluorescence for subsequent expansion and differentiation.

### Subcutaneous transplantation of human skeletal stem cells

Freshly sorted patient derived hSSCs were sorted and expanded to confluency. 2x10^6^ cells were mixed with 5 ul of Matrigel and seeded on 20 mg anorganic cancellous bone graft granulat (InterOss^®^, 0.25-1mm) at 4°C. The solution was transferred to a round-bottom 96-well plate well and allowed to solidify for 5 minutes at room temperature. The gelatinized cell mixture was then transplanted subcutaneously in the dorsum of NSG mice. PBS or Indomethacin was administered at 2 mg/kg for the first 7 days after cell transplant. Grafts were excised and analyzed 4- and 8-weeks later.

### Micro-CT analysis of grafts

Grafts were dissected from mice and fixed in 2% PFA overnight. The next day grafts were transferred to tubes containing sterile water and scanned using a Bruker Skyscan 1276 (Bruker Preclinical Imaging) with a source voltage of 85 kV, a source current of 200 µA, a filter setting of AI 1 mm, and pixel size of 12 microns at 2016 x 1344. Reconstructed samples were analyzed using CT Analyser (CTan) v1.17.7.2 and CTvox v3.3.0 software (Bruker). Sections spanning the size of the graft were selected and upper (255) and lower (60) grey threshold were set. The total mineralized volume was measured for each graft assuming equal starting amounts of anorganic cancellous bone graft granulat.

### Transcriptomic analysis

Transcriptomic analysis was performed on highly purified, double-sorted mSSCs, mBCSPs, hSSC, hOP, and hCP populations either directly sorted into TRIzol LS (Invitrogen, Cat#10296028) or expanded and differentiated towards the osteogenic lineage for 14 days before collection in TRizol. RNA was isolated with RNeasy Micro Kit (QIAGEN, Cat#74004) as per manufacturer’s instructions. For microarray analysis RNA was twice amplified with an Arcturus RiboAmp PLUS Kit (Applied Biosystems, Cat#KIT0521). Amplified cRNA was streptavidin-labeled, fragmented, and hybridized to Affymetrix arrays HG-U133+ (for human genome; Applied Biosystems, Cat#901569). Arrays were scanned with a Gene Chip Scanner 3000 (Affymetrix) running GCOS 1.1.1 software. Raw microarray data was submitted to Gene Expression Commons (https://gexc.riken.jp/models/2551 and https://gexc.riken.jp/models/2552). On this platform data is normalized by computing against the Common Reference, which is comprised of a large number of array (mouse 11,939 and human 25,229) experiments deposited to the National Institutes of Health Gene Expression Omnibus (NIH GEO) database. GEXC assigns a threshold value to each probeset using the StepMiner algorithm and calculates a percentile value between -100% (inactive) and +100% (active) for each available gene, allowing comparison of human gene expression on a normalized, continuous scale. From there, heatmaps were generated showing fold change in gene expression of Cyclooxygenase mRNAs. For quantitative PCR experiments the following primers were used for timecourse experiments with hSSCs: *COX-1* (PTGS1; NM_000962.4), F-GATGAGCAGCTTTTCCAGACGAC, R-AACTGGACACCGAACAGCAGCT; *COX-2* (PTGS2; NM_000963), F- CGGTGAAACTCTGGCTAGACAG, R-GCAAACCGTAGATGCTCAGGGA.

### Histochemistry

Cryo-sections were stained using Movat’s Pentachrome or hematoxylin and eosin (H&E). Adjacent sections were used for immunofluorescence (IF) with primary antibodies mouse anti-human Human Nuclear Antigen (HNA; Abcam, Cat#ab191181) and rabbit anti-human Osteocalcin (OC; Abcam, Cat#ab93876) at 1:200 dilutions. The secondary antibodies goat anti-mouse AF-488 (Abcam, Cat#ab150117) and donkey anti-rabbit AF-647 (Abcam, Cat# ab150075) were added at 1:500 dilutions and sections counterstained with DAPI. Fluorescence microscopy (Leica TCS Sp8) was used to capture images.

### Immunocytochemistry

For immunocytochemistry, fixated cells in well plates were permeabilized with 0.1% Triton X-100 solution and blocked with 3% BSA in PBS. After incubation with primary antibody for Cox-2 [ThermoFisher, Cat#12375-1-AP]) overnight at 4°C, secondary antibody was applied for 30 min at room temperature. For nuclear staining specimen were treated with DAPI (BioLegend, Cat# 422801). Fluorescence Quantification of Cox-2 expression in cultured hSSCs was measured by Corrected Total Cell Fluorescence (CTCF) and calculated using ImageJ for cells of five independent donors and for each time point. Each CTCF value is the average of five cells that is the integrated density minus the area of the selected cells multiplied by the mean fluorescence of the background readings.

### Statistics

Data are presented as mean + standard error of the mean (SEM). Experiments were conducted at least in duplicate as indicated in the figure legends. Statistical analysis between two experimental groups was determined using two-tailed, unpaired Student’s t-test. Normality was assessed by Shapiro-Wilk test and corrected if failed by using Mann-Whitney test. If unequal variances (F-test) were detected the t-test was adjusted with Welch’s correction. For comparison of more than two groups one-way ANOVA analysis was used with Tuckey’s posthoc test. P-values were considered significant if p < 0.05. Statistical analyses were performed using GraphPad Prism 9 (GraphPad).

## Results

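Gene expression was measured in skeletal cells sorted directly from femoral fracture calluses of mice and not cultured. Affymetrix mouse expression arrays covered SSCs, the self-renewing cells at the top of the skeletal lineage (4 arrays), and BCSPs, the progenitors of bone, cartilage and stroma downstream of them (4 arrays). SSCs were sorted as CD200-positive cells without CD105, and BCSPs as cells with CD105. The paper gives day 10 after fracture for these calluses and the sample labels give day 7; the paper's day is used here. According to the labels the mice were 10 to 12 weeks old and 10000 cells were sorted per population and experiment. Each of 4 experiments gave 1 SSC array and 1 BCSP array, and the legend of Figure 1B names 4 mice. Across genes, arrays of the same experiment correlated at a median of 0.894, and arrays of the same population from different experiments at a median of 0.843.
The authors amplified the RNA in repeated rounds and normalized the arrays on Gene Expression Commons, which sets each probe set against its own range in a large collection of public arrays. The deposited value is an activity score from about -100 (inactive) to +100 (active), with 0 as the threshold of that probe set. It is neither a log value nor a fold change and levels off at both ends, so differences are given in points of the score. Of 45037 probe sets that are not controls, 29.0% to 31.0% scored above 0 on each array, and the array medians lay between -34.2 and -24.8. Genes of retina, brain, liver, germ cells and other unrelated tissues served as a silent reference. The 95th percentile of their probe sets lay between -12.1 and -5.26 on the 8 arrays. Of 12 genes that every cell uses, 6 were active on all 8 arrays and 1 on none, with array medians from 6.46 to 50.0. A score below 0 therefore places a gene in the lower part of its own range and does not show that it is silent. Populations were compared over 18193 genes, each represented by its probe set with the highest mean score. The number of arrays limits the precision.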

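Ptgs2, which encodes Cox-2, the inducible cyclooxygenase of prostaglandin synthesis, was active on all 8 arrays. Its probe set with the higher mean scored 92.9 ± 0.564 (SD, n = 4) in SSCs and 93.7 ± 1.13 (SD, n = 4) in BCSPs. These scores exceeded those of 97.3% to 98.0% of all probe sets on the same array in SSCs, and of 97.4% to 98.1% in BCSPs. They lay above the 95th percentile of the silent reference on 4 of 4 arrays in each population. Rounded to whole numbers, the 8 values match those printed for Cox-2 in Figure 1B. The other Ptgs2 probe set scored 69.8 ± 1.12 (SD, n = 4) in SSCs and 67.8 ± 3.62 (SD, n = 4) in BCSPs. No cells that were not digested were analysed. Induction of Ptgs2 during digestion and sorting therefore stays open as a source of these scores.
Of 10 measured genes of prostanoid synthesis, 4 were active on all 8 arrays and 3 on none. The active genes were Ptgs2, Pla2g4a, Ptgis and Prxl2b. Pla2g4a, the cytosolic phospholipase that releases arachidonic acid, scored 93.9 ± 3.01 (SD, n = 4) in SSCs and 93.01 ± 4.14 (SD, n = 4) in BCSPs. Ptgis, the prostacyclin synthase, scored 85.0 ± 9.33 (SD, n = 4) in SSCs and 83.5 ± 8.69 (SD, n = 4) in BCSPs, and Prxl2b scored 31.9 ± 5.75 (SD, n = 4) in SSCs and 33.4 ± 7.00 (SD, n = 4) in BCSPs. Ptges, the inducible prostaglandin E synthase, scored above 0 on 2 arrays, with values between -29.5 and 35.9, and its other probe sets were above 0 on none. Hpgds, the hematopoietic prostaglandin D synthase, was below 0 on every array. Of 12 genes of prostanoid receptors, transport and breakdown, 2 were active on all 8 arrays and 7 on none. Active on all of them were Hpgd, whose enzyme inactivates prostaglandins, at 63.1 ± 15.2 (SD, n = 4) in SSCs and 61.3 ± 14.0 (SD, n = 4) in BCSPs, and the exporter Abcc4, at 44.5 ± 4.52 (SD, n = 4) in SSCs and 53.6 ± 6.75 (SD, n = 4) in BCSPs. The prostaglandin E receptor genes Ptger2, Ptger3 and Ptger4 were below 0 on every array, and Ptger1 was above 0 on 6 arrays by 1 probe set and on none by the other.
Ptgs2 was not distinguishable between SSCs and BCSPs, with a difference of -0.830 points (SSC minus BCSP, 95% confidence interval -4.05 to 2.39, adjusted p = 1 from limma). An exact two-sided permutation test of the 4 SSC against the 4 BCSP arrays gave p = 0.229. Ptgs2 scored lower in SSCs in 4 of 4 experiments, and exchanging arrays only within experiments gave an exact p = 0.125, the smallest that 16 exchanges allow. The other probe set was higher in SSCs in 3 of 4 experiments, by 2.00 points on average (exact p = 0.375 within experiments), and the mean of both probe sets was higher in SSCs. No other gene of these lists passed limma at an adjusted p under 0.05, over all genes or adjusted over the list alone. As a whole, neither synthesis (camera, adjusted p = 0.422) nor receptors, transport and breakdown (adjusted p = 0.364) passed the test. Because a score sets a probe set against its own range, it places Ptgs2 high in its own range but does not rank the amount of its mRNA against that of other genes. From the microarray values the paper states that Cox-2 mRNA was abundantly expressed in both populations.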

Microarray data of freshly purified skeletal lineage cell populations from day-10 mid-diaphyseal femoral fractures (**Figures S1A, B**) demonstrated that *Cox-2* but not *Cox-1* mRNA was abundantly expressed in freshly isolated mouse SSCs (CD45-Ter119-Tie2-Thy1-6c3-CD51+CD105-CD200+) and BCSPs (CD45-Ter119-Tie2-Thy1-6c3-CD51+CD105+) (**Figures 1A, B**). Additionally, primary mouse SSCs (mSSCs) cultured *in vitro* expressed high levels of COX2 (**Figure 1C**). When we seeded freshly sorted fracture mSSCs at clonal density and continuously treated expansion cultures with the common NSAIDs Ketorolac (Keto), Indomethacin (Indo), or Ibuprofen (Ibu) we did not observe any changes to the fibroblast colony forming unit (CFU-F) ability as well as the size of the colonies compared to controls (**Figures 1D** and **S1C**). This suggested that proliferation of mSSCs was most likely not affected by NSAID treatment. Next, we examined whether NSAIDs inhibited chondrogenic and osteogenic differentiation capacity of mSSCs *in vitro*. All three NSAIDs tested significantly inhibited chondrogenic differentiation in mSSC compared to controls as determined by Alcian Blue staining quantification (**Figure 1E**). Similarly, *in vitro* osteogenic mineralization was strongly diminished in the presence of Ketorolac and Indomethacin (**Figure 1F**). These results extend the previously reported inhibitory effect of Cox2-inhibition on bone biology in rodents to the purified skeletal stem cell level, indicating a direct role in perturbing endochondral bone formation processes.

**Figure 1:**
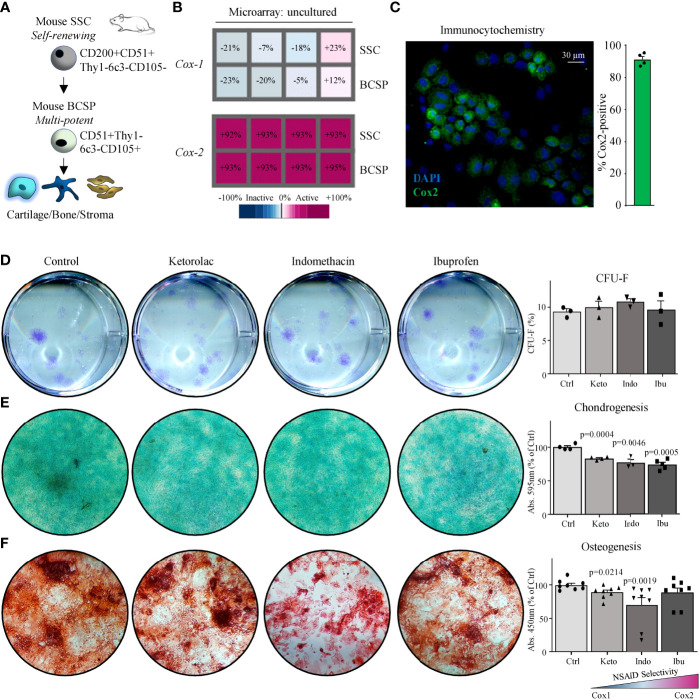
Mouse skeletal stem cells depend on Cox2 for functional osteochondrogenic differentiation. **(A)** The mouse skeletal stem cell (SSC) lineage tree as defined by surface marker expression profiles with the SSC at the apex and the downstream bone cartilage stroma progenitor (BCSP) which gives rise to committed bone, cartilage, and stroma progenitor cells. **(B)** Microarray analysis showing *Cox-1* and *Cox-2* expression of freshly purified SSCs and BCSPs from fracture calluses of four different mice. **(C)** Representative immunocytochemistry (ICC) staining of Cox2 of fracture-derived SSCs expanded in culture for five days. **(D)** Representative images of colony-forming unit assays of fracture-derived SSCs stained with Crystal Violet expanded in the absence or presence of NSAIDs (left; Ketorolac 0.3 µg/ml, Ibuprofen 3 µg/ml, or Indomethacin 0.3 µg/ml) and quantification thereof (right). Replicates from n=3 mice. **(E)** Representative images of chondrogenesis assays of fracture derived SSCs stained with Alican Blue differentiated in the absence or presence of NSAIDs (left) and quantification thereof (right). Replicates from n=4 mice. **(F)** Representative images of osteogenesis assays of fracture derived SSCs stained with Alizarin Red S differentiated in the absence or presence of NSAIDs (left) and quantification thereof (right). Replicates from n=4 mice. All data shown as mean + standard error of mean (SEM). Results from at least two independent experiments. Statistical testing versus control group by unpaired Student’s t-test with Welch’s correction for unequal variances and Mann-Whitney test for non-normality where necessary.

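The genes of the sort markers that were gated out scored below 0, and Eng scored lower on every SSC array than on any BCSP array. Eng encodes CD105, which separates BCSPs from SSCs, and scored -45.6 ± 14.4 (SD, n = 4) in SSCs and 12.8 ± 24.9 (SD, n = 4) in BCSPs. On the BCSP arrays Eng scored 50.1 in experiment 1 and -1.02 to 2.67 in the others. It was lower in SSCs in each of the 4 experiments, by differences (SSC minus BCSP) from -79.5 to -43.5 points. The mean difference of -58.4 points (standard error 14.8) did not pass limma over all genes (adjusted p = 1) but passed when adjusted over the list alone (limma, adjusted p = 0.0245). That call was lost without the SSC array of experiment 2, 3 or 4 (adjusted p = 0.0706, 0.0856 and 0.0697 from limma, range over 25 alternatives 0.00782 to 0.116). An exact two-sided permutation test of the scores gave p = 0.0286, the smallest p that 4 arrays against 4 allow. Within experiments, the exact p was 0.125, and no smaller p can be had from 4 pairs. A second Eng probe set was below 0 on every array, at a mean of -75.2 in SSCs and -33.6 in BCSPs. Ptprc (CD45), Tek (Tie2), Thy1 and Enpep (6C3), whose proteins were gated out, were below 0 on all 8 arrays, between -99.6 for Tek and -31.2 for Ptprc. Itgav (CD51), selected in both populations, scored 44.5 ± 5.82 (SD, n = 4) in SSCs and 43.4 ± 7.31 (SD, n = 4) in BCSPs by the highest of its 5 probe sets, while the others were above 0 on 1 array at most. Cd200, selected in SSCs alone, scored 97.48 ± 1.70 (SD, n = 4) in SSCs and 96.6 ± 2.46 (SD, n = 4) in BCSPs, higher in SSCs in 4 of 4 experiments but without passing limma (adjusted p = 1). The Cd200 scores lay close to the upper limit of 100, where the score levels off, so the lack of a call decides little.

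**Figure D1:**
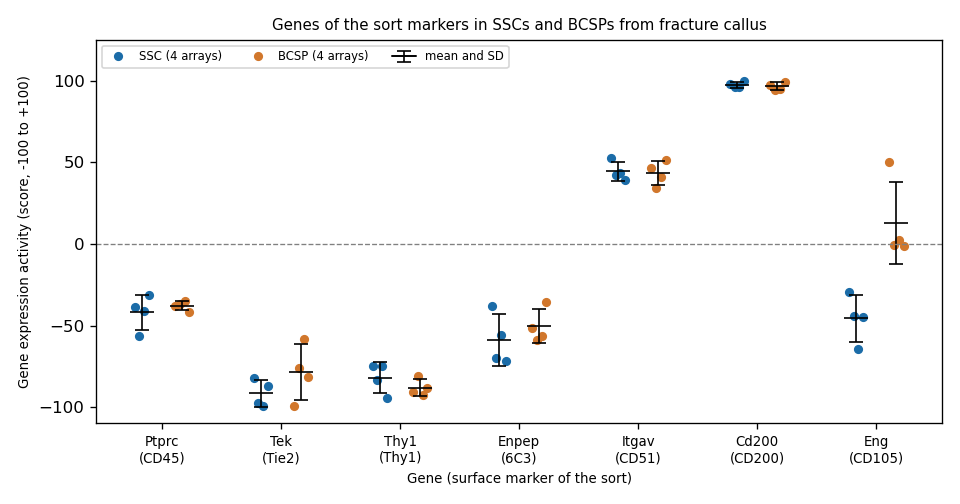
Activity score of the genes of 7 sort markers, from -100 (inactive) to +100 (active), on 4 SSC and 4 BCSP arrays. Each point is an array, the bars give the mean and SD, and the dashed line marks the threshold of 0; Eng lies at -29.4 or below on the SSC arrays and between -1.02 and 50.1 on the BCSP arrays.

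Cartilage and bone genes were active in both populations. Of 24 chondrogenic genes, 23 were active on all 8 arrays, with a list median of 97.1 in SSCs and 97.49 in BCSPs. Sox9, a transcription factor required for cartilage formation, scored at least 99.7 on every array, and Col2a1, which encodes the main cartilage collagen, at least 92.01. Ihh was active on 7 arrays. Of 14 osteogenic genes, 10 were active on all 8 arrays, with medians of 77.3 in SSCs and 81.6 in BCSPs. Sp7, a transcription factor of osteoblasts, scored 54.0 ± 6.57 (SD, n = 4) in SSCs and 55.8 ± 10.3 (SD, n = 4) in BCSPs, while Sost, a gene of osteocytes, was below 0 on every array. Of 13 genes of marrow stroma and adipocytes, 4 were active on all 8 arrays and 6 on none, the latter including Pparg and Adipoq. Among the active ones, other probe sets of Vcam1 and Angpt1 were above 0 on no array, and those of Fabp4 on 4 at most. Among all genes, 25.0% were active on all 8 arrays. No chondrogenic, osteogenic or stromal gene passed limma between SSCs and BCSPs, over all genes or adjusted over the list alone. Many chondrogenic genes scored close to the upper limit of 100, where the score levels off, so for them the lack of a call decides little.
Over all genes, limma called 0 genes higher in SSCs and 0 higher in BCSPs. At an unadjusted p under 0.05 there were 465 genes, where chance gives about 909.65. The methods' t-test gave 440 genes at that level and 0 after adjustment. With the experiment as a block, limma gave 949 genes at that level and 0 after adjustment. The fits without the block left differences between experiments in the error. Their counts below chance therefore do not show that the populations are alike. The largest moderated statistics, which did not pass, were those of Lrp3, Lypd3, Rptoros, Zfp709 and Insrr toward SSCs and of Col4a1, Sox17, Robo4, Dele1 and Plekhm3 toward BCSPs (limma, adjusted p = 1 for each). Col4a1, a basement membrane collagen, scored -66.5 ± 4.80 (SD, n = 4) in SSCs and -13.4 ± 9.08 (SD, n = 4) in BCSPs, and Lrp3 scored -20.1 ± 12.7 (SD, n = 4) in SSCs and -75.3 ± 16.0 (SD, n = 4) in BCSPs; both were below 0 on every array.
Genes of other cell types mostly scored below 0. No macrophage, neutrophil, lymphocyte, erythroid, endothelial or skeletal muscle gene of the lists was active on all 8 arrays. Of these genes, Laptm5 of the macrophage list was above 0 on 3 arrays, all of SSCs, at 40.7 to 73.9, while its other 4 probe sets were below 0 on every array. Hba-a1, a hemoglobin gene, was above 0 on 5 arrays, at up to 90.5 in SSCs and 52.0 in BCSPs, and Ighm of the lymphocyte list on 1, at 59.6 in BCSPs. None of these passed limma adjusted over the list alone. The 11 endothelial genes were below 0 on every array, with medians of -79.4 in SSCs and -57.2 in BCSPs. On every array the list median lay below the 95th percentile of the silent reference, so the comparison is between levels not above background. As a list they were lower in SSCs, with a median of the gene differences of -11.8 points (camera, adjusted p = 0.0228 over 22 lists). The call was lost with the experiment as a block (adjusted p = 0.0927), with an estimated correlation (adjusted p = 0.782) and without any single SSC array or the BCSP array of experiment 1 or 2 (adjusted p = 0.0531 to 0.335). The median of the differences was -5.99 and -6.81 points without the BCSP array of experiment 1 and 2. The list passed under 10 of 29 alternatives, with an adjusted p from 1.40e-04 to 0.905. Robo4, an endothelial receptor, scored -83.2 ± 5.89 (SD, n = 4) in SSCs and -43.6 ± 11.4 (SD, n = 4) in BCSPs, all below that percentile, and passed limma when adjusted over the list alone (adjusted p = 0.00742 from limma, range over 23 alternatives 0.00437 to 0.0925). Cdh5, an endothelial cadherin of the same list, did not pass and went the other way, at -25.3 ± 4.10 (SD, n = 4) in SSCs and -54.0 ± 29.5 (SD, n = 4) in BCSPs and higher in SSCs in 4 of 4 experiments, while its second probe set was lower in SSCs, by a difference of -45.8 points.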

Next, we examined whether COX enzymes played a functional role in human SSCs (hSSCs). We purified human hSSCs (CD45-CD235-CD31-TIE2-CD146-PDPN+CD164+CD73+), as well as their downstream osteoprogenitors (hOPs) and chondroprogenitors (hCPs), from acute fractures at the time of surgical open reduction and internal fixation (**Figure 2A** and **Figures S2A, B**). Transcriptomic analysis revealed that *COX-1* mRNA was stably expressed in purified uncultured and differentiating patient-derived hSSCs (**Figure 2B** and **Figure S2C**). *COX-2* expression, on the other hand, was high in freshly isolated hSSCs but rapidly lost gene and protein expression upon early commitment towards the osteogenic lineage as shown by qPCR and immunocytochemistry time-course analyses (**Figures 2B–E**). In line with this observation, *COX-2* expression was not detectable in freshly isolated committed osteoprogenitors (hOPs; CD45-CD235-CD31-TIE2-CD146+PDPN-) (**Figures S2D, E**). Interestingly, early chondrocyte progenitor cells (hCPs) maintained high levels of *COX-1* and *COX-2* expression. To test the influence of the presence of *COX-2* in hSSCs during osteogenic differentiation we lentivirally overexpressed primary hSSCs with a *COX-2* construct and induced osteogenesis. Compared to GFP-transduced cells, hSSCs from three different patients showed strongly diminished *in vitro* mineralization when *COX-2* was continuously expressed (**Figure 2F**). Taken together, this data indicates that primary bona fide hSSCs express *COX-2* in an undifferentiated state but, in contrast to mSSCs, might depend on its downregulation for osteogenic differentiation.

**Figure 2:**
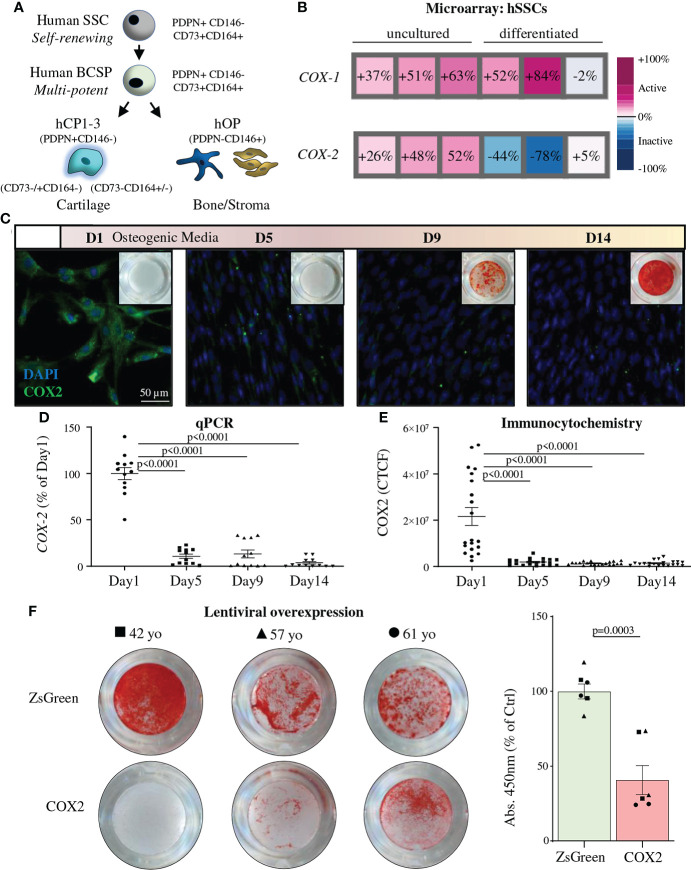
COX2 downregulation is necessary for osteogenic differentiation of human SSCs. **(A)** The human skeletal stem cell (hSSC) lineage tree as defined by surface marker expression profiles with the hSSC at the apex and the downstream bone cartilage stroma progenitor (hBCSP) which gives rise to committed bone (hOP) and cartilage (hCPs) progenitor cells. **(B)** Microarray analysis showing *COX-1* and *COX-2* expression of freshly purified (uncultured) hSSCs from human fracture callus tissue of three different patients as well as their expression after two-week osteogenic differentiation from hSSCs. **(C)** Representative IHC images of COX2 staining in freshly purified hSSCs at different timepoints during *in vitro* osteogenesis. **(D)** Related quantitative PCR of *COX-2* expression in the same experiment. n=12 independent replicates of hSSCs from four patients performed in triplicates. **(E)** Quantification of COX2 ICC staining by CTCF (corrected total cell fluorescence). n=20 independent replicates of hSSCs from two patients (n=10 each). Statistical testing between timepoints by one-way ANOVA with Tukey’s posthoc test. **(F)** Alizarin Red staining and quantification of hSSCs (with patient age; yo: years old) of lentivirally overexpressed COX2 or ZsGreen controls during osteogenic differentiation. n=6 independent replicates of hSSCs from three patients performed in duplicate. Statistical testing by unpaired Student’s t-test. All data shown as mean ± SEM. All results from at least two independent experiments.

Next, we surveyed reported peak plasma levels of common NSAIDs in human patients and treated colony-forming unit fibroblast assays with the average of these concentrations (**Figure S3A**) (19–21). Ketorolac (3 µg/ml), Indomethacin (3 µg/ml), or Ibuprofen (30 µg/ml) treatment did not alter clonogenicity of hSSCs compared to controls (**Figure 3A**). In contrast to mSSCs, chondrogenesis of hSSCs was also unaffected in the presence of these NSAIDs (**Figure 3B**). Using *in vitro* bone-forming assays we tested low and peak plasma concentration levels of NSAID and treated hSSC cultures either short-term (first three days) or continuously (throughout differentiation) with NSAIDs. Regardless of NSAID supplementation and duration of treatment, there was no effect on osteogenic potential of hSSCs (**Figure 3C** and **Figures S3B, C**). Importantly, when we assayed the effect of the commonly used selective COX2-inhibitor Celecoxib at varying concentration, we could not observe any effect on osteogenic differentiation either (**Figure 3D**). Since NSAIDs could act downstream of the stem cell level or on a putative distinct SSC lineage, we also asked if short-term or continuous NSAID administration differentially affected osteogenic differentiation of CD146-positive osteoprogenitors (hOPs), previously described as a key source of bone formation in humans (22). We found that neither low nor high doses of NSAIDs added during differentiation, short-term or continuously, inhibited bone mineralization in hOPs (**Figures S3D-F**). This suggested a species-specific effect of COX-inhibition on bone-forming cell types between mice and humans.

**Figure 3:**
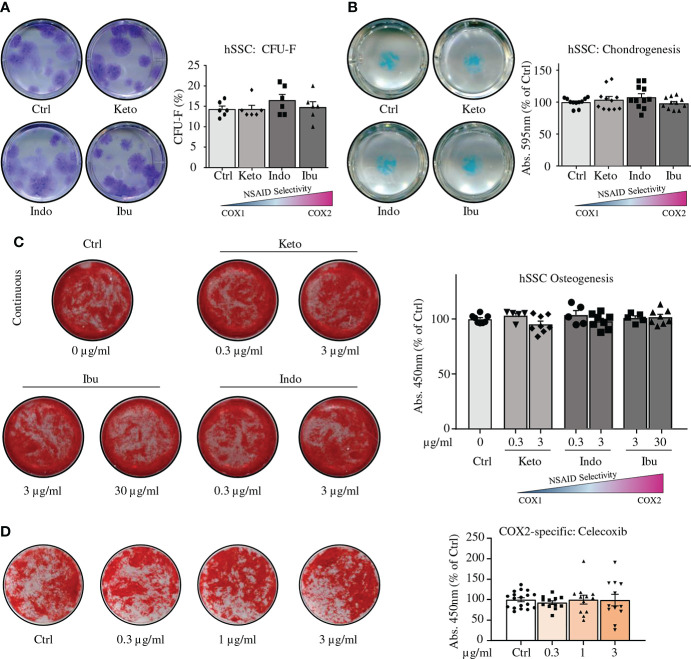
NSAIDs do not alter *in vitro* functionality of human SSCs. **(A)** Representative images of CFU-F assays of fracture derived hSSCs stained with Crystal Violet expanded in the absence or presence of NSAIDs (left; Ketorolac 3 µg/ml, Ibuprofen 30 µg/ml, or Indomethacin 3 µg/ml) and quantification thereof (right). n=6 independent replicates from hSSCs of two patients performed in triplicate. **(B)** Representative images of chondrogenesis assays of fracture derived hSSCs stained with Alican Blue differentiated in the absence or presence of NSAIDs (left) and quantification thereof (right). n=11 independent replicates from hSSCs of five patients performed at least in duplicate. **(C)** Continuous NSAID treatment of osteogenic differentiation assays from hSSCs. n=8 independent replicates from hSSCs of four patients performed in duplicate. **(D)** Osteogenic differentiation of hSSCs in the presence of COX2-specific inhibitor Celecoxib. n=12-18 independent replicates from hSSCs of six patients performed at least in duplicates. All data shown as mean ± standard error of mean (SEM). All results from at least two independent experiments. Statistical testing versus control group by unpaired Student’s t-test with Welch’s correction for unequal variances where necessary.

Lastly, we sought to explore if exposure to NSAIDs affects *de novo* bone formation reflective of the fracture healing process *in vivo*. SSCs are able to recreate skeletal structures, if transplanted as purified single cell solution to ectopic sites, provided access to vascular ingress (13, 14, 23). Thus, we transplanted primary patient-derived hSSCs subcutaneously into immune-incompetent NSG mice that were treated intraperitoneally with Indomethacin or PBS as control daily for one week (**Figure 4A**). We reasoned that the lack of adaptive immunity in NSG mice would be well suited to assess a direct effect of NSAIDs on the hSSC function. As expected, patient hSSCs generated grafts complete with bone tissue at least in part forming through a cartilage intermediate (**Figures 4B–E** and **Figures S4A–C**). At four and eight weeks, µCT analysis showed no differences in mineralization between hSSC-derived grafts from seven independent patients either transplanted into mice receiving NSAID doses or to patient-matched PBS controls (**Figure 4C**). Histomorphometric quantification of bone tissue in grafts confirmed these results. Importantly, immunostaining revealed that osteocalcin-expressing cells in grafts were of human origin and did not differ in frequency between groups (**Figures 4F, G**). In summary, osteochondrogenic differentiation of fracture-derived hSSC lineage populations is facilitated in the absence of COX2, providing a rationale for the discrepancy observed between animal experiments and human studies.

**Figure 4:**
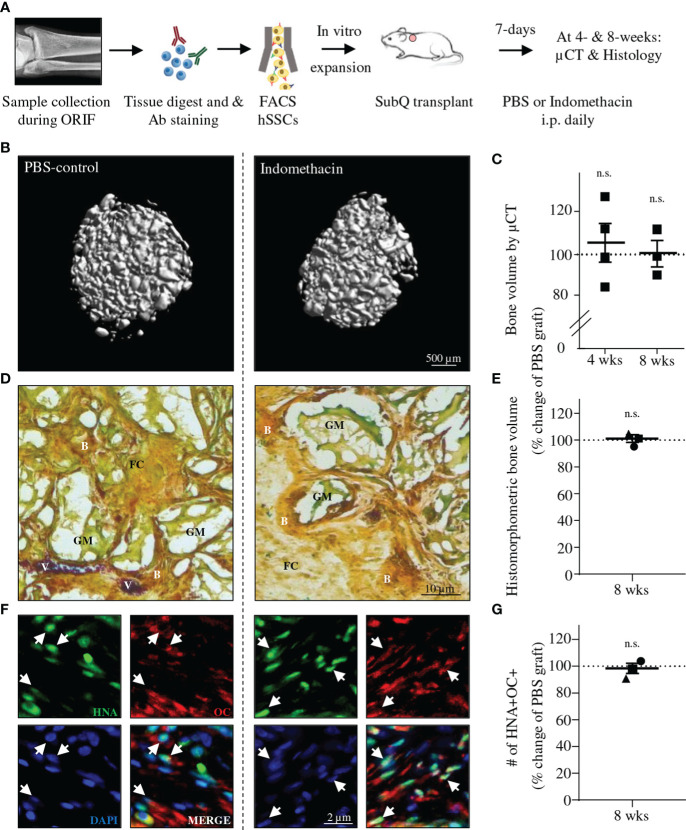
Indomethacin does not interfere with *in vivo* ossicle formation of human SSCs. **(A)** Experimental schematic for *in vivo* grafting of hSSCs and treatment of mice with Indomethacin. **(B)** Three-dimensional microCT reconstruction of mineralized graft tissue. **(C)** Quantification of mineralized graft tissues (total bone volume) at 4- (n=4) and 8-weeks (wks; n=3) post transplant between PBS and Indomethacin treated mice. Results from seven experiments with hSSCs from distinct patients. **(D)** Representative Movat Pentachrome staining of sectioned grafts (B, Bone; FC, Fibrocartilage; V, Blood vessel; GM, Graft material). **(E)** Histomorphometric quantification of graft bone volume (each data point represents average of three non-adjacent sections per patient hSSC-derived graft). **(F)** Immunohistochemistry showing graft derived osteogenic cells are of human origin. Human Nuclear Antigen (HNA; green), Osteocalcin (OCN; red), DAPI (blue). **(G)** Quantification of OCN-expressing cells of human origin based on IHC. Data shown as mean + SEM. Statistical testing by paired Student’s t-test (n.s., not significant).

## Discussion

The effects of NSAIDs on osteogenic stem cell differentiation and fracture healing remain controversial and appear to vary with investigated species and cell type. Here, we compared prospectively isolated, highly purified, homologous populations of skeletal stem cells from mice and humans and report that COX enzymes may be dispensable for chondrogenic and osteogenic differentiation in fracture-derived hSSCs but not mSSCs.

In mice we found that NSAIDs repressed chondrogenic and osteogenic differentiation of mSSCs from fractures. In general, NSAIDs appear to inhibit murine fracture healing based on previous evidence. Perhaps most convincingly, genetic *Cox-2* null mice demonstrate bone healing defects (5). From the perspective of bone marrow stromal cells, it has previously been reported that NSAIDs are inhibitory at the osteogenic differentiation level, although in a non-cell autonomous model (10). Although NSAIDs had no effect on serum markers of fracture healing or biomechanical properties of fracture callus in rat fractures (24), there is also evidence that in rat long bone fractures, prolonged NSAID administration inhibits BMSC differentiation and fracture callus formation (25). We have extended these observations by demonstrating an inhibitory effect of NSAIDs on osteochondrogenic differentiation in the highly purified and characterized mSSC, a bona fide skeletal stem cell, that has been shown to play an essential part in fracture healing (14–17, 26, 27). However, the limitations translating genetically homogenous mouse models to complex multi-factorial disease processes are well-documented (28, 29). Subsequently, we have also studied the homologous human cell population, the hSSC, and made distinct observations (13, 16).

We found no effect of NSAIDs on osteogenic and chondrogenic differentiation of hSSCs, which is not fully concordant with many previous human studies but is consistent with the strongest available clinical evidence. A previous analysis of human bone marrow stromal cells did find a specific inhibitory effect of multiple NSAIDs on chondrogenesis but not osteogenic differentiation (9), while another study demonstrated an inhibitory effect of NSAIDs on osteogenesis (30). These conflicting results might have several explanations, including the fact that cells were derived from uninjured tissue through bone marrow aspirates as well as pro-longed selection and growth in culture. The present study used flow cytometrically purified defined skeletal progenitor cell types with minimal *in vitro* expansion. Our earlier work could show that fracture-derived SSCs behave differently than their steady-state counterparts (27) and that selection of heterogenous cell populations by plastic adherence leads to variations in experimental readout (11, 12, 31). Strikingly, in this study we also observed a lack of effect of NSAIDs on differentiation of lineage restricted osteoprogenitors (hOPs; CD146-positive), which contain a previously described populations of perivascular bone marrow stromal cells with stem cell-like features (22). It is feasible to assume that by initiating differentiation experiments at the hSSC level with cells undergoing maturation through more committed lineage progenitor stages before terminal osteochondral differentiation, our findings of a lack of effect of NSAIDs on experimental outcome can be extrapolated to human BMSCs, which contain a heterogeneous mixture of stem and progenitor cell types. While COX1/2 are expressed at time of isolation of hSSCs from fracture sites, COX2 expression becomes attenuated during differentiation, suggesting an alternate role, if any for this enzyme at sites of skeletal injury. We also observed that lentiviral overexpression of COX2 in hSSCs actually prevented *in vitro* mineralization. This could be a consequence of superphysiological COX2 levels. Moving forward this could be mitigated by using more specific transcriptional control with other genetic models. We will also have to test if the same results are obtained when a catalytically inactive COX2 variant is used as a control.

Our work might have not covered cell types highly enriched for “MSC”-like cells that have been shown to modulate local and systemic inflammatory responses (32), and may do so at sites of fracture as well. Future studies will have a closer look at NSAID effects on angiogenesis and immune cells during early fracture healing in humans. However, our *in vivo* results suggest that even in a monocyte/macrophage enriched environment, as present in NSG mice, which have been implicated in NSAID mediated suppression of osteogenesis, bone formation from SSCs is not impaired in the presence of NSAID drugs (10).

In the clinical setting, there remains a lack of convincing evidence, but not controversy, surrounding the use of NSAIDs in fracture healing (5–7, 33). A recent meta-analysis concluded that association of nonunion with NSAID use was predominantly found in studies with insufficient cohort sizes, unclear definition of outcomes and even fraud allegations, stating that there were a dearth of high quality studies in fracture literature (8). Another review cited lack of strong evidence against NSAID use in fracture healing (34).

In conclusion, there is great interest in safe post-operative analgesia, given the current opioid crisis, especially during fracture care in orthopaedic surgery. Currently, much of our understanding of the role of NSAIDs in fracture healing comes from rodent models. Here, we demonstrate that NSAIDs have disparate and species-specific effects on osteochondrogenic differentiation of homologous populations of murine and human fracture-derived SSCs, which are prospectively isolated and a highly purified cell population. In contradistinction to the mSSC, the hSSC is unaffected by NSAID administration. COX enzyme-specific mechanisms in SSCs likely evolved to synchronize priming of SSC-dependent regenerative responses with recruitment of inflammatory cell types that may also facilitate other aspects of the regenerative process. COX1 might be differentially regulated at the stem cell level in mice while, for instance, recent findings have also shown that there are differences between humans and mice in their regulation of COX2 expression (18). Finally, the expression of COX1 versus COX2 in human versus mouse SSCs is a species-specific regulatory switch that might serve to maintain stem cell identity rather than promoting differentiation. Thus, caution should be used in extrapolating mechanistic data from experimental animal models to clinical practice. Our data provides evidence from a mechanistic perspective that NSAID does not appear to impair human skeletogenic stem and progenitor cells and contributes to the hypothesis that NSAID use might be safe after fractures in humans in some contexts. Additionally, hSSCs isolated from acute human fractures provide a model with which to study how common medications may influence fracture healing.

## Data availability statement

The microarray data presented in the study haven been deposited in public repositories. All raw and processed data are available from the NCBI GEO database with accession number GSE211910. Data browsing is also available in the Gene Expression Commons depository (GEXC) at https://gexc.riken.jp/models/2551 and https://gexc.riken.jp/models/2552.

## Ethics statement

The studies involving human participants were reviewed and approved by Stanford IRB. Written informed consent for participation was not required for this study in accordance with the national legislation and the institutional requirements. The animal study was reviewed and approved by Stanford’s Administrative Panel on Laboratory Animal Care.

## Author contributions

LG, TA, and CC conceived and designed the study. MGB, LG, TA, HS, and CC conducted experiments, analyzed and interpreted data, and wrote the manuscript. MH, HC, NR, MJB, JB, and MG collected samples and supported analysis. CC supervised the research. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by NIH/NIA K99 R00 AG049958-01A1, 1S10OD028493-01A1, Heritage Medical Foundation, American Federation for Aging Research (AFAR)/Arthritis National Research Foundation (ANRF), Wu Tsai Human Performance Alliance and an endowment from the DiGenova Family to CC, the German Research Foundation (DFG-Fellowship) 399915929 and NIH/NIA 1K99AG066963 to TA. This work was also supported by CIRM Bridges 3.0 #EDUC2-12620 to MGB and the Young Investigator Research Award from the AO North America to LG. Additional support came from NIH S10 RR02933801 to Stanford University Stem Cell FACS core and NIH S10 1S10OD02349701 to Stanford University Clark Imaging Center (PI: Timothy Doyle).

## Acknowledgments

We thank P. Lovelace, S. Weber, C. Carswell-Crumpton for FACS support. We also thank M.R. Eckart and the Stanford Gene Expression Facility (PAN Facility) as well as Stanford Human Immune Monitoring Center (HIMC) for technical support, assistance, and/or advice on this project. We also thank Dr. Pamela Robey for advice on bone grafts for in vivo experiments.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Cross-species comparisons reveal resistance of human skeletal stem cells to inhibition by non-steroidal anti-inflammatory drugs
**Source:** Front Endocrinol (Lausanne). 2022 Aug 25;13:924927. doi: 10.3389/fendo.2022.924927
**Supplement:** Supplementary file 1

Supplemental Figure 1

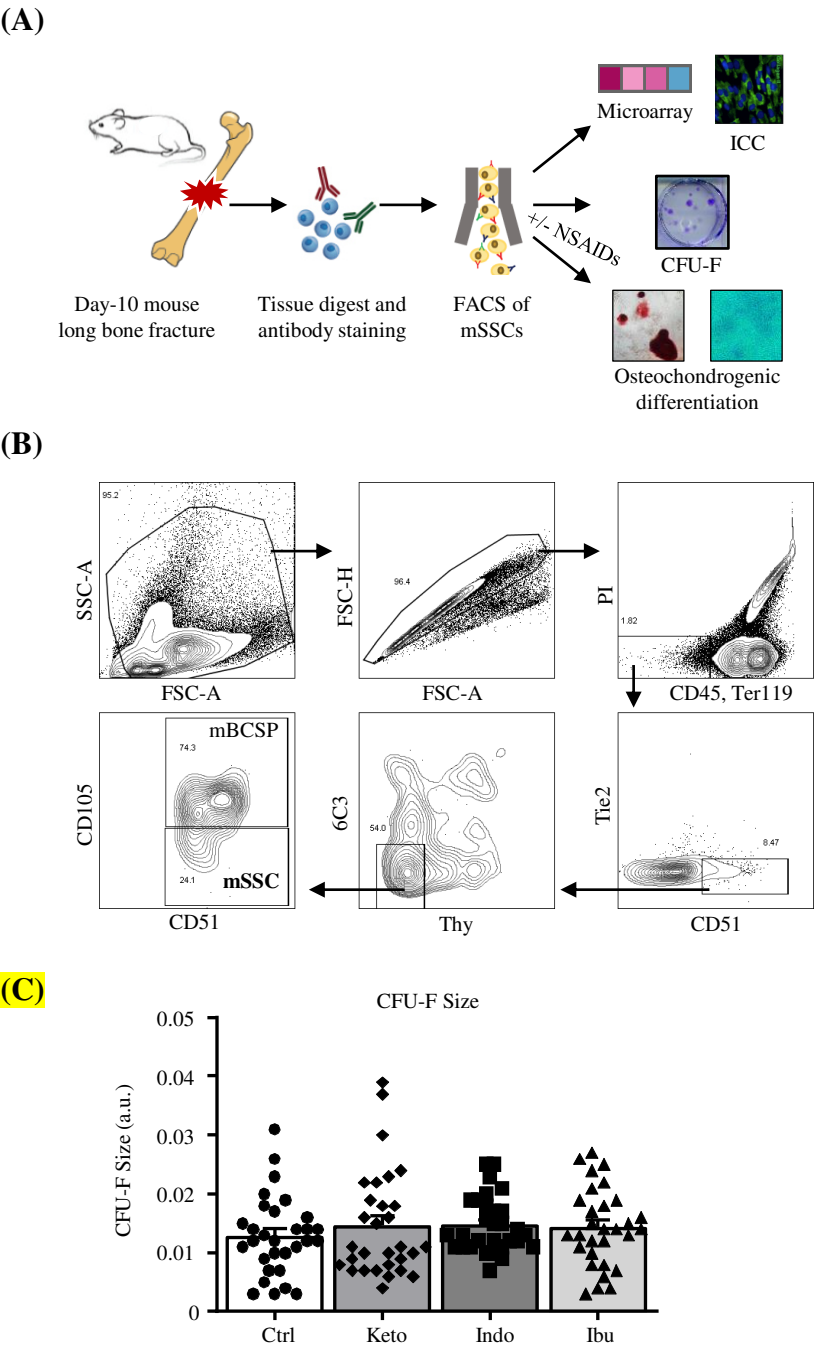

**Supplemental Figure 1: Probing in vitro NSAID effects on mouse SSC function.** (A) Schematic of tissue processing, SSC isolation, and performed in vitro assays. (B) Representative gating strategy for the isolation of fracture derived human SSCs. (C) Quantification of CFU-F size (a.u.: arbitrary unit; n=30 per group from three independent replicates). Data shown as mean + standard error of mean (SEM). Statistical testing versus control group by unpaired Student's t-test.

# Supplementary material for: Cross-species comparisons reveal resistance of human skeletal stem cells to inhibition by non-steroidal anti-inflammatory drugs
**Source:** Front Endocrinol (Lausanne). 2022 Aug 25;13:924927. doi: 10.3389/fendo.2022.924927
**Supplement:** Supplementary file 4

Supplemental Figure 4

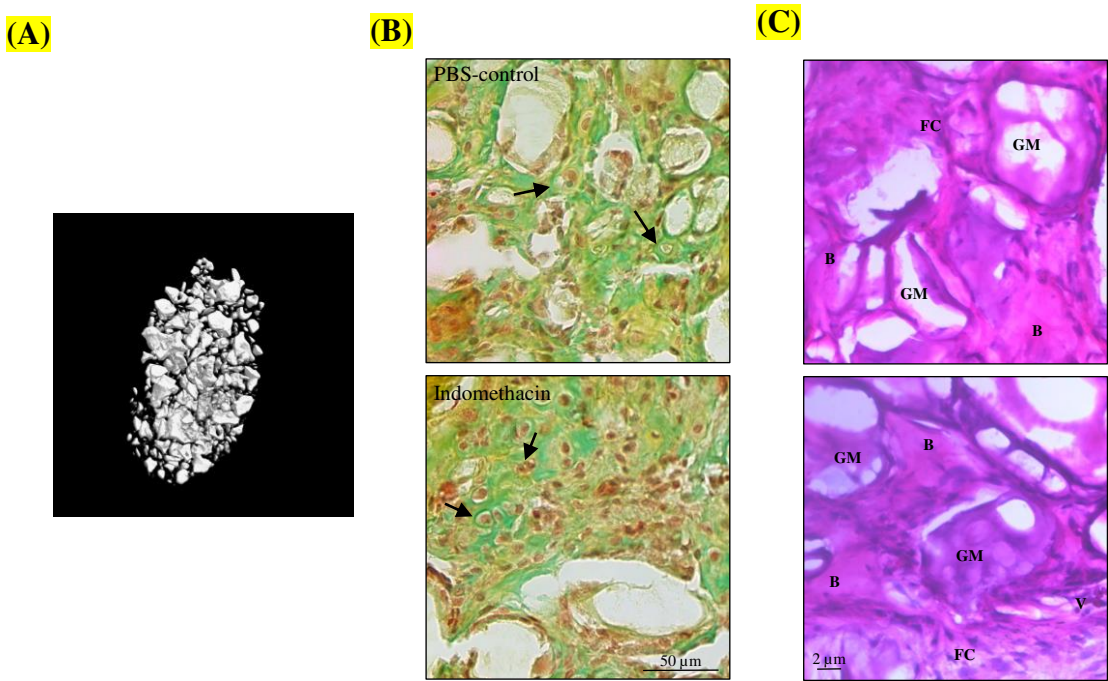

**Supplemental Figure 4: In vivo human SSC bone formation proceeds at least in part through a cartilage intermediate.** (A) Micro-CT image of 8-week-old control graft showing lack of mineralization between InterOss graft material. (B) Movat's Pentachrome staining of 4-week human SSC-derived grafts staining cartilage in blue. Arrows pointing at phenotypic chondrocyte. (C) Representative higher magnification H&E staining of sectioned 8-week grafts (B: Bone; FC: Fibrocartilage; V: Blood vessel; GM: Graft material).

How the deposited data were processed for this re-analysis (not part of the article)

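Gene expression was analysed on 8 arrays of mouse fracture callus cells, 4 of SSCs and 4 of BCSPs. The authors sorted the cells, amplified their RNA in repeated rounds, hybridized it to Affymetrix arrays and normalized the arrays on Gene Expression Commons against its Common Reference of public mouse arrays, with a StepMiner threshold for each probe set. The deposited value is the activity score of each of 45101 probe sets, which ran from -100.03 to 100, with 0 as the threshold. How probes were summarised into probe sets is not given in the sources used here. The design fixed before the data were examined had assumed log2 values, and its rule for making quantile normalization the main setting was stated in log2 units. That rule cannot be applied to a bounded score. The values were therefore used as deposited, with quantile normalization as an alternative, and this was decided after the unit was seen. No fold changes were computed.

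Probe sets were named through the platform annotation of the arrays. Of all probe sets, 34958 had 1 gene symbol there, 932 had several and were not named, and 9211 are not listed and stayed unnamed here. Matching gene identifiers to RefSeq changed 0 symbols. The 64 control probe sets were left out of all tests. Each of 18193 genes was represented by the probe set with the highest mean score over the 8 arrays, so a gene is called active by that probe set alone. Other probe sets were above 0 on fewer arrays for a number of genes, among them Itgav, Nfkbia, Lif, Pdk1, Scx, Vegfa, Pdgfrb, Egln3, Ndrg1 and Btg2. The same held for Top2a, Bub1, Bub1b, Rrm2, Cdc20, Ccna2, Tpx2 and Mcm6 of the cell cycle list. The lists held 30 genes without a probe set of their own in the annotation, which were not analysed here. Cox-1 is not reported here, and the results planned for it have no values.

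SSCs and BCSPs were compared with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend, no block) on the score, with Benjamini-Hochberg adjustment and a threshold of 0.05. Ptgs2 and Eng were also tested with an exact two-sided permutation test over the 70 assignments of 4 against 4 arrays, and over the 16 exchanges within experiments. A total of 22 gene lists were tested with camera at a preset correlation of 0.01, and with fry beside it. A gene was called active above a score of 0, and background was the 95th percentile of 73 probe sets of the silent reference. The median of each list was set beside 10000 random lists of the same size (seed 1). These were not matched on the mean score, which is the measure itself.

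The genes to be named were fixed by a rule before the data were examined, when the values of Figure 1B had been seen. It takes Ptgs2, the sort markers, the 10 genes with the largest change in each direction among those past the threshold, or, where none passes, the 5 with the largest moderated statistic, and up to 4 genes per list with the smallest p. Other list members are named as examples of a level and were chosen after their values were seen.

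The labels place 1 SSC and 1 BCSP array in each of experiments 1 to 4. For the BCSP array of experiment 2 they conflict, since its title numbers it as BCSP 3 and its description as BCSP 2; it was taken as BCSP 2 by the description and the experiment. Deviations of same-numbered arrays from their group means correlated across genes at 0.399, 0.177, 0.572 and 0.183 in experiments 1 to 4, and each array correlated best with the array of its own number in the other population. The numbers were therefore taken to pair the arrays, and a fit with the experiment as a block was run as an alternative. Hybridization controls also differed by experiment. Their median score was 68.3 and 72 on the SSC and BCSP arrays of experiment 1 and 32.8 and 42.0 on those of experiment 3, against -25.4 to 8.24 on the others. For actin, the 3' score minus the 5' score was 59.6 and 64.9 points on the SSC and BCSP arrays of experiment 3. It was 23.1 to 44.2 points on the others, and 21.3 to 71.9 points for Gapdh over all arrays. Whether this difference bears on genes whose probe sets disagree was not tested.

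Alternatives were the block, quantile normalization, centring on array medians, a pair of filters on low scores, the mean of a gene's probe sets, eBayes without trend, the methods' t-test, array weights, leaving out each array, and for the lists an estimated correlation and fry. A pseudocount, meant for linear values, was not run. An inverse normal scale, leaving out both arrays of an experiment, exchanges within experiments, and combinations of the block with these and with the other list tests were added after seeing the data. The fits were tested on simulated scores. Human samples and cultured cells were not analysed here.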

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

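The tests on the immediate early genes, and those on endothelial cells and on low scores for the endothelial genes, were chosen only after the result was seen.

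Several gene groups that the paper does not report for these arrays had a median score above the 95th percentile of the silent reference on all 8 arrays. The medians were 97.2 for the chondrogenic genes, 91.9 for the immediate early genes, 79.4 for the osteogenic genes, 76.0 for hypoxia and glycolysis, 67.2 for fibroblasts and tendon, 41.4 for BMP and TGF-beta signalling, 30.5 for Wnt signalling and 13.5 for the cell cycle. Among 10000 random lists of the same size, the share with a lower median was 99.84% for BMP and TGF-beta signalling, 98.99% for Wnt signalling and 95.36% for the cell cycle, and at least 99.99% for the other lists. Stricter bounds were not met by all of these lists. The highest array median of the cell cycle genes, 21.5, lay below the silent median plus 3 median absolute deviations on every array. That bound was 34.9 on the BCSP array of experiment 3, where the BMP and TGF-beta signalling median was 22.45. On the BCSP array of experiment 1 the 99th percentile of the silent reference was 48.0. No array median of the Wnt signalling or cell cycle genes exceeded 40.1.

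All 17 immediate early genes were active on all 8 arrays, as was Ptgs2, with Fos at least at 97.1, Egr1 at 92.7 and the heat shock gene Hspa1a at 85.6. Blood cells as the main source of scores this high are argued against. The median of 32 macrophage, neutrophil and lymphocyte genes was at most -50.2 on any array, and the sort removes CD45. Exceptions were 1 of 5 probe sets of Laptm5, above 0 on 3 SSC arrays, and Ighm, at 59.6 on 1 BCSP array. The hemoglobin gene Hba-a1, which is not among the 32, was above 0 on 5 arrays. Amplification or normalization that raises all scores is argued against by the 95th percentile of the silent reference, at most -5.26 on any array. Amplification that raises only genes with a transcript was not tested, because the silent reference cannot show it. Induction during digestion and sorting stays open, because the median of the immediate early genes was at least 87.65 on every array and no cells that were not digested were analysed. No biological explanation, such as a response to injury in the callus, was tested.

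The endothelial genes were lower in SSCs than in BCSPs as a list by camera, a call lost with an estimated correlation (adjusted p = 0.782) and with the experiment as a block (adjusted p = 0.0927, range over 29 alternatives 1.40e-04 to 0.905). Chance cannot be excluded, since 3 of 35 splits of the 8 arrays gave a camera p as small. The -log10 p was 2.98 for the real split and 3.26 for the highest other. Of the 8 splits that part all 4 pairs as the real one does, 2 gave a p as small. Those 8 alone cannot decide, because the smallest share they allow is 12.5%. Endothelial cells within the BCSP gate, which removes Tie2-positive cells, may contribute and stay open, as does a difference between the populations themselves, since the list median of at most -42.65 on the BCSP arrays lies below the threshold, where a small share of such cells would not show (Pecam1 had means of -79.4 in SSCs and -82.7 in BCSPs). The list's median difference was -14.0, -22.8, -18.4 and -0.960 in experiments 1 to 4. A shift of low scores in general stays open, by a rule added after the first value was seen. Of 10000 random lists matched on mean score, 0.200% had a median difference as low. The share was 7.47% without the BCSP array of experiment 2, and 0.01% to 3.7% without any other single array. The silent reference had list medians of -52.4 in SSCs and -41.7 in BCSPs, with a median of gene differences of -2.49. Over its probe sets, its median was -34.6 on the BCSP array of experiment 1 against -59.5 to -50.2 on the others. 

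In 3 of 82 groups of 4 values a single array stood far from the other arrays of its own population, and chance gives about 1 in 20. Arrays of the other population did not enter that comparison. Eng scored 50.1 on the BCSP array of experiment 1 and -1.02 to 2.67 on the other BCSP arrays. Insrr scored -98.1 on the same array and -69.8 to -66.2 on the other BCSP arrays. The median of the BMP and TGF-beta signalling genes was 22.45 on the BCSP array of experiment 3 and 57.75 to 64.8 on the other BCSP arrays.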

How the results depend on the processing

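The inverse normal scale, the settings without an experiment and combinations of the block with another choice were chosen after seeing the data. In limma, 0 genes were higher in SSCs and 0 in BCSPs under every setting. At an unadjusted p under 0.05 there were 465, 949 with the replicate block and 440 by the methods' t-test. All 35 splits of the arrays gave at least the real 0, as any split must, and the highest other gave 1, so the splits decide nothing on this count. Experiments 1 and 2 against 3 and 4 gave 3334 genes at the unadjusted level, a structure of the samples by experiment. Other splits parting all 4 pairs, as the real one does, gave 320 to 541. In simulated scores limma recovered 3.5%, 10.5% and 35.5% of changes of 20, 40 and 60 points, with 10 false calls beside 99 true ones, a share of 9.17% and above the threshold, for an untested cause.

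Ptgs2 passed under no setting. Its difference was -0.830 with the replicate block (adjusted p = 0.955, range 0.894 to 1), -1.09 to -0.274 without each array and 0.584 as the mean of its probe sets. Its percentile was 97.6 in both populations, 96.0 in both among 1 probe set per gene, and 91.6 in SSCs and 90.4 in BCSPs by the other probe set, with scores of 69.8 and 67.8.

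Of the lists, 1 passed (endothelial). The number was 0 with the replicate block, an estimated correlation, fry, the block with either, array weights, both filters, which leave 0 endothelial genes, and without experiment 1, 2 or 3, with or without the block. It was 2 for fry in either direction, 3 for that with the block, and 0 to 1 without each array. The endothelial adjusted p was 0.0538, 0.0531, 0.141 and 0.0953 without SSC replicate 1 to 4, and 0.335 and 0.292 without BCSP replicate 1 and 2. Of 35 splits 11 gave at least 1 list, the highest other 2, so chance cannot be excluded. Filters apart, the cause was not tested. The replicate block changed no other call of a gene over all genes or of a list by camera. None reversed; 112 uncalled values turned sign. A pseudocount was not run.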

Other observations

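Fry in either direction with the experiment as a block was chosen only after the result was seen.

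Genes of hypoxia and glycolysis were active in both populations, 13 of 13 on all 8 arrays. Bnip3, P4ha1 and Pdk1, targets of the hypoxia response, scored at least 98.0, 98.1 and 95.2, and Vegfa, a growth factor for vessels, scored 76.9 ± 7.45 (SD, n = 4) in SSCs and 76.4 ± 6.60 (SD, n = 4) in BCSPs. Of 17 genes of fibroblasts and tendon, 13 were active on all 8 arrays, among them Postn and Fn1 at 94.96 and 99.5 or above and the tendon transcription factors Mkx and Scx at 94.7 and 54.9 or above. Of 22 cell cycle genes, 11 were active on all 8 arrays, although other probe sets of Top2a and Bub1 among them were above 0 on none. Mki67, a marker of proliferation, scored 14.1 ± 8.84 (SD, n = 4) in SSCs and 21.9 ± 15 (SD, n = 4) in BCSPs. Of 20 BMP and TGF-beta signalling genes, 10 were active on all 8 arrays, and of 21 Wnt signalling genes 9. Between SSCs and BCSPs none of these lists passed camera, with an adjusted p of 0.732 for hypoxia and glycolysis, 0.364 for fibroblasts and tendon, 0.732 for the cell cycle, 0.699 for BMP and TGF-beta signalling and 0.737 for Wnt signalling.

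Of 22 genes of inflammatory cytokines and NF-kB targets, 6 were active on all 8 arrays and 10 on none. The active genes were Cxcl1, Lif, Nfkbia, Nfkbiz, Il11 and Ptx3. Il11, a cytokine of the interleukin-6 family, scored 92.1 ± 8.03 (SD, n = 4) in SSCs and 84.1 ± 14.0 (SD, n = 4) in BCSPs, and Nfkbiz, a nuclear regulator of NF-kB, scored 90.2 ± 5.54 (SD, n = 4) in SSCs and 91.7 ± 4.93 (SD, n = 4) in BCSPs. Il1b and Tnf, cytokines that can induce Ptgs2, were below 0 on every array, with highest scores of -31.0 and -21.5. Il6 scored 4.66 ± 10.8 (SD, n = 4) in SSCs and 7.92 ± 14.7 (SD, n = 4) in BCSPs.

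Among the lists of other cell types, Cspg4 and Pdgfrb, listed for pericytes, were active on all 8 arrays, at 96.9 and 40.5 or above, while Acta2, Rgs5 and Mcam were below 0 on every array. Ctsk, which encodes cathepsin K and is listed for osteoclasts, was active on all 8 arrays too, at 87.3 ± 4.07 (SD, n = 4) in SSCs and 86.7 ± 3.32 (SD, n = 4) in BCSPs. S100b, listed for Schwann cells and also expressed by chondrocytes, was active on all 8 arrays. None of these lists except the endothelial passed camera between SSCs and BCSPs. The endothelial call was lost with an estimated correlation (adjusted p = 0.782) and with the experiment as a block (adjusted p = 0.0927). By camera, the adjusted p was 0.218 for neutrophil, 0.422 for macrophage, 0.364 for lymphocyte and 0.364 for erythroid genes. It was 0.565 for osteoclast, 0.699 for skeletal muscle, 0.364 for pericyte and smooth muscle and 0.732 for Schwann cell genes. The adjusted p was 0.364 for the sort markers, 0.832 for chondrogenic, 0.732 for osteogenic, 0.732 for marrow stroma and adipogenic, 0.364 for inflammatory and 0.488 for immediate early genes. Tested for change in either direction with fry, the sort markers passed besides the endothelial genes (adjusted p = 0.0294 for both). By camera with an estimated correlation neither list passed (adjusted p = 0.782 for each). Over 31 alternatives the adjusted p of the sort markers ran from 0.0271 to 0.905. The 2 that passed were fry in either direction without and with the block. With the experiment as a block, the genes of hypoxia and glycolysis and of pericytes and smooth muscle passed that test too (adjusted p = 0.0271 for each; by camera with the block and an estimated correlation, adjusted p = 0.789 for hypoxia and glycolysis and 0.750 for pericytes), and the endothelial genes did not (adjusted p = 0.0689, range 1.40e-04 to 0.905). The hypoxia and pericyte lists passed under 1 of 31 alternatives, with an adjusted p from 0.0271 to 1.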
